A study of Drosophila melanogaster with 40 samples. Its data were reported in "HIRA and dPCIF1 coordinately establish totipotent chromatin and control orderly ZGA in Drosophila embryos" (2024).

How the data were processed

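Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out by the authors on Drosophila melanogaster embryos. The labels list 40 samples, and the 14 samples with a peak list were analysed here, all from embryos labelled as 0.5 to 1.5 h old. They fall into 7 groups of 2 replicates, with the group and the replicate number taken from the sample titles. In wild-type embryos the precipitated proteins were dPCIF1 (the fly homologue of the cap methyltransferase PCIF1), the histone chaperone HIRA, RNA polymerase II phosphorylated at serine 5 of its C-terminal repeats (RNA Pol II-Ser5P), and the pioneer transcription factors GAF and Zelda (ZLD). GAF and Zelda were also precipitated from embryos of dPCIF1 maternal mutant mothers. The other 26 samples, among them the inputs and the HIRA series, were not analysed here. For the HIRA mutant samples and their wild type, the titles give a later stage than the time tags. The paper gives the same stage as the titles. Their stage was left open in the labels used here, and no result rests on it.

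As the authors' methods describe it, reads were trimmed with trimmomatic 0.39 and mapped to the dm6 genome with bowtie2 2.2.5. The authors flagged duplicate reads (sambamba 0.8.2) and kept those placed at a single position with a quality of at least 30 (samtools 1.18). Peaks were called for each replicate on its own with MACS2 2.2.7.1 at a q-value threshold of 0.01. Each deposited list holds 3 columns per peak, which are the chromosome, the start and the end. The deposited lists hold no other value, so no q-value, fold enrichment, summit or signal height entered any comparison, and the depth of the libraries is unknown. A list therefore says where a peak passed the threshold and not how high it was. A library sequenced more deeply or precipitated more efficiently can pass the threshold at more places, and this cannot be separated here from a difference in binding. The peaks of every list lay within the sequence lengths of the dm6 reference used here, on 8 sequences that include Y and the mitochondrial genome.

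Peaks of the 2 replicates of a group were taken as shared when they overlapped by at least 20% of both lengths, and each shared pair was joined into a consensus region. The same reciprocal overlap of 20% was used between groups. This rule was fixed before the data were examined, as were the tests, the alternatives and the rule for named genes, unless stated otherwise. The wording of the fixed design left open whether the rule also covered overlaps between groups, and the shares under both the 20% rule and an overlap of 1 bp had been seen when this was settled. The recorded rule for all results was followed. The 1 bp values are printed beside it for HIRA regions overlapping dPCIF1, for RNA Pol II-Ser5P at promoters and for GAF regions overlapping Zelda. Promoters were 1 kb to either side of each of 23732 distinct transcription start sites (TSS) of 18315 annotated genes (Ensembl release of the FlyBase annotation, without transposable elements), and any overlap counted. Promoters so defined cover 23.1% of the 138 Mb of sequence.

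Overlap between sets was tested one-sided by 9999 random placements of the second set within its own chromosome arms, for which 0.0001 is the smallest p-value that can be obtained. For overlap with RNA Pol II-Ser5P at promoters, each RNA Pol II-Ser5P promoter region was moved to a random annotated promoter of the same arm. It kept its own distance from the TSS. This departs from the fixed design, which drew as many annotated promoters as the RNA Pol II-Ser5P regions occupy. The number of peaks was compared between genotypes by a two-sided exact permutation test of log2 numbers, whose smallest p-value with 2 against 2 is 0.333. To find changed regions, the 4 lists of a factor were merged. A gained region held a peak in both mutant lists and in neither wild-type list, a lost region the reverse, and a kept region held a peak in all 4 lists. Overlap of gained and kept regions with dPCIF1 or HIRA, and motif content, were compared with two-sided Fisher's exact tests. These treat regions as independent, which neighbouring regions are not, and do not account for variation between replicates. The 20 p-values of the main results were adjusted together by the Benjamini-Hochberg method.

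The fixed design placed motif windows at peak summits and ranked named regions by q-value. As the lists hold neither, windows of 100 bp to either side of the region midpoint were used, with control windows 2 kb to each side, and named regions were ranked by width. Up to 3 gained and 3 lost regions were named for each factor, and up to 3 regions per comparison that were called in all its lists. Also named were 5 genes that the study gives as GAF targets (kni, twi, Abd-B, abd-A and Ubx), and peaks were counted in the gene body and 1 kb upstream. Coordinates are those of dm6, counted from 1.

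Alternatives were an overlap of 1 bp, a reciprocal overlap of 50%, chromosome arms alone, regions called in either replicate, each replicate left out, promoters of 500 bp to either side, region midpoints in promoters, sets drawn from RNA Pol II-Ser5P regions, wider motif windows and longer motifs. Alternatives chosen after the data were seen were peaks of at least 500 bp, lists of equal length by width, pairwise overlap for changed regions, kept regions of matched width and motifs in whole regions. Counts were judged by whether an alternative changed them by more than 1.5-fold, and log2 ratios first by whether their sign changed. For other comparisons without a test, the spread used to judge an alternative was the SD of the values obtained when each replicate was left out.

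The replicate lists of a group differed from each other, and no pair was identical. The steps were tested on simulated lists. For the consensus of 2 replicates, 100% of 2456 simulated regions were recovered. For overlap between sets, 5.5% of 200 tests on unrelated sets fell under the threshold of 0.05. For changed GAF regions, 95.5% of 200 gained and 97.5% of 200 lost regions were recovered. Simulated regions were placed evenly at random along the arms, and simulated replicates differed by small shifts alone, without missed or extra peaks. These tests therefore do not show how the steps behave on clustered peaks or on replicates that share peaks only in part. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, numba 0.67.0, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. Intervals on shares are 95% Wilson intervals and cover counting error alone.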

Results

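Binding of 5 chromatin proteins was profiled by ChIP-seq in embryos at 0.5 to 1.5 h. Each of the 7 groups had 2 replicates and a peak list per replicate. The lists give positions without heights, so each comparison below is of called peaks, and the sequencing depth behind them is unknown.

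The number of peaks was counted first. In wild-type embryos, the dPCIF1 replicates had 4191 and 3687 peaks, and 2614 consensus regions were called in both. The HIRA replicates had 4593 and 3547 peaks, with 2577 consensus regions. RNA Pol II-Ser5P had the longest lists, with 11661 and 11219 peaks and 8750 consensus regions. The wild-type GAF replicates had 6090 and 6439 peaks and 4980 consensus regions, and the wild-type Zelda replicates had 4843 and 3817 peaks and 2680 consensus regions. In dPCIF1 maternal mutant embryos, the GAF replicates had 6499 and 5222 peaks and 4605 consensus regions, and the Zelda replicates had 4477 and 4263 peaks and 3212 consensus regions. Keeping peaks of at least 500 bp, an alternative chosen after the data were seen, lowered the number for dPCIF1 to 1237, and counting regions called in either replicate raised it to 5085.

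**Figure D1:**
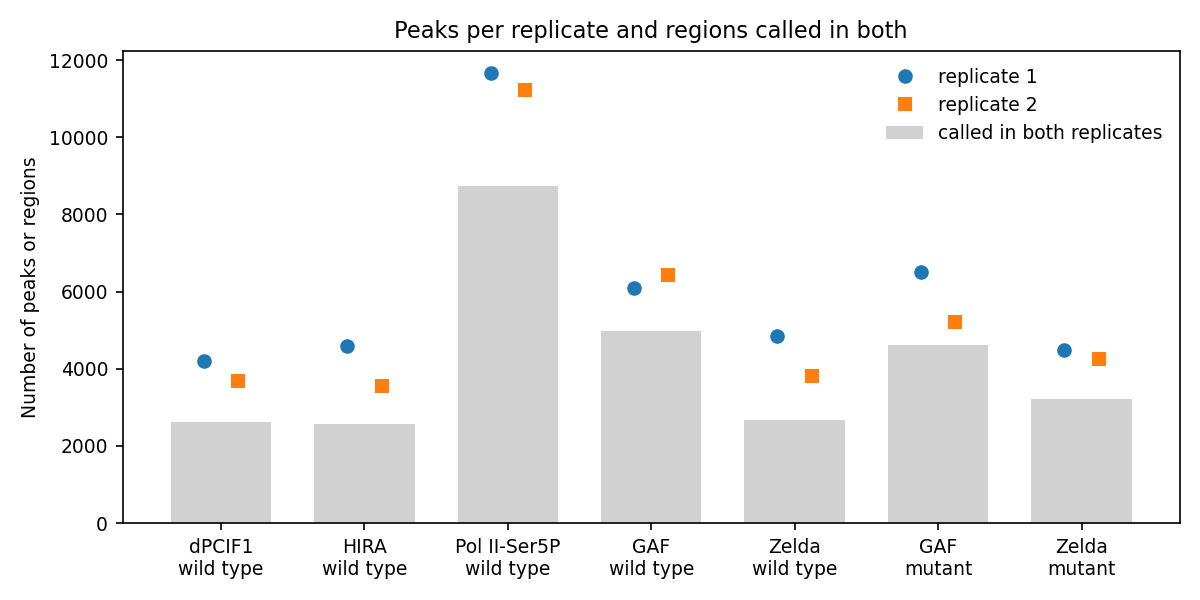
Number of peaks in each replicate (circles and squares) and number of regions called in both replicates (grey bars), by precipitated protein and genotype. RNA Pol II-Ser5P had 11661 and 11219 peaks, and the replicates of HIRA, with 4593 and 3547 peaks, lay further apart than those of wild-type GAF, with 6090 and 6439.

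Replicates of a group shared peaks to different degrees. The SD of the 2 shares of a group follows mainly from the unequal lengths of its lists. On average 81.6% ± 2.97 (SD, n = 2) of the peaks of a wild-type GAF replicate were shared with the other one, against 64.3% ± 10.8 (SD, n = 2) for wild-type Zelda, 67.9% ± 7.15 (SD, n = 2) for dPCIF1 and 65.7% ± 12.3 (SD, n = 2) for HIRA.

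Whether the proteins bind at promoters was examined by comparing each consensus set with random placements. Of the dPCIF1 regions, 82.4% (2155 of 2614) overlapped a promoter, against 30.6% expected (one-sided permutation p = 0.0001, the smallest the placements can give). The share was 66.4% for HIRA, where 29.9% was expected, and 66.1% for RNA Pol II-Ser5P, where 34.9% was expected. GAF and Zelda in wild-type embryos had promoter shares of 62.1% and 47.1%, against 33.3% and 31.1% expected. In the mutant, the promoter share was 60.1% for GAF and 46.1% for Zelda. The permutation p was 0.0001 for all 7 sets (0.000111 after adjustment). In single replicates the promoter share was 73.6% ± 0.805 (SD, n = 2) for dPCIF1 and 60.0% ± 3.70 (SD, n = 2) for HIRA. The dPCIF1 share moved most when regions called in either replicate were used, to 69.6%, and was 89.4% for peaks of at least 500 bp, the alternative chosen after the data were seen.

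The study asked how far dPCIF1 and HIRA occupy the same regions. Of 2577 HIRA regions, 1509 (58.6%) overlapped a dPCIF1 region, where random placement gave 2.32% (one-sided permutation p = 0.0001, adjusted p = 0.000111). Conversely, 1513 of 2614 dPCIF1 regions (57.9%) overlapped a HIRA region, where 2.29% was expected (permutation p = 0.0001). When dPCIF1 regions were drawn from the RNA Pol II-Ser5P regions instead of placed at random, 17.6% of HIRA regions overlapped by chance. This is also under the observed share (permutation p = 0.0001). The drawn regions were wider than those of dPCIF1, with a median of 1135 bp against 677.5 bp. As the reciprocal rule counts unequal widths against an overlap, this chance level may be too low. The share of HIRA regions was 60.3% with an overlap of 1 bp and 42.7% with a reciprocal overlap of 50%. With each replicate left out in turn it ranged from 40.7%, without replicate 2 of HIRA, to 68.6%, without replicate 2 of dPCIF1. Among the peaks of single HIRA replicates, 44.0% ± 4.65 (SD, n = 2) overlapped a dPCIF1 consensus region.

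The 3 regions ranked first among those called in all HIRA and dPCIF1 lists, by width, lay on 2L. One of 4420 bp (2L, 2751786 to 2756205) had its midpoint in an intron of Bacc, 763 bp from the nearest TSS. The others, of 7539 bp (2L, 21452332 to 21459870) and 4670 bp (2L, 21491572 to 21496241), lay in the histone gene cluster, a tandem repeat in which reads of near-identical copies are hard to place. The midpoint of the wider one was intergenic, 12 bp from the TSS of His1:CG33816, and that of the other lay in the 3' UTR of His2A:CG33838.

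At promoters, overlap with RNA Pol II-Ser5P was compared for both proteins. Of 2155 dPCIF1 promoter regions, 1463 (67.9%) overlapped an RNA Pol II-Ser5P region, against 26.9% when RNA Pol II-Ser5P regions were moved among annotated promoters (one-sided permutation p = 0.0001). Of 1711 HIRA promoter regions, 1141 (66.7%) did so, against 27.4% (permutation p = 0.0001). These shares moved widely with the overlap rule. With an overlap of 1 bp they were 96.1% and 96.2%, and with a reciprocal overlap of 50% they were 31.0% and 23.8%. The RNA Pol II-Ser5P regions had a median width of 1135 bp, against 677.5 bp for dPCIF1 and 682 bp for HIRA. In single replicates, the share under the 20% rule was 55.8% ± 3.35 (SD, n = 2) for dPCIF1 and 54.8% ± 2.26 (SD, n = 2) for HIRA.

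Motif content was measured within 100 bp of region midpoints. The GAGAG motif, in either orientation, was present in 51.8% of 4980 wild-type GAF regions and in 22.7% of control windows (Fisher's exact test, two-sided, p = 7.8e-276). In the mutant it was present in 52.7% of 4605 regions and 23.4% of control windows (Fisher's exact test, p = 1.27e-254). The CAGGTA motif was present in 15.1% of wild-type Zelda regions and 5.43% of control windows (Fisher's exact test, p = 1.47e-44), and in 13.1% of mutant Zelda regions and 5.23% of control windows (p = 5.67e-39). Searching the whole region, an alternative chosen after the data were seen, gave 88.1% for wild-type GAF, with 68.1% in the control windows. Of wild-type GAF regions, 20.5% overlapped a wild-type Zelda region, against 2.76% expected (one-sided permutation p = 0.0001). That share was 24.5% with an overlap of 1 bp and 10.5% with a reciprocal overlap of 50%.

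The effect of maternal dPCIF1 loss on GAF and Zelda was then examined. The log2 number of GAF peaks fell by 0.10 in the mutant (exact permutation test, two-sided, p = 1, n = 2 per genotype), and that of Zelda peaks rose by 0.02 (exact permutation test, p = 1, n = 2 per genotype). With 2 replicates per genotype this test cannot give a p under 0.333. The sign for GAF rested on replicate 2 of the mutant, without which the log2 difference was 0.054. That for Zelda turned to -0.15 without replicate 2 of the wild type and to -0.012 without replicate 1 of the mutant. For peaks of at least 500 bp, chosen after the data were seen, the log2 difference for Zelda was 0.17 (exact permutation test, p = 0.333, n = 2 per genotype), the smallest p the test can give.

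Of the 4980 wild-type GAF consensus regions, 3822 (76.7%) overlapped a mutant consensus region. For single lists, 71.6% ± 4.26 (SD over 4 pairs of lists) of wild-type GAF peaks were found in a mutant list, below the 81.6% shared by replicates of the wild type. Conversely, 76.95% ± 5.59 (SD over 4 pairs of lists) of mutant GAF peaks were found in a wild-type list. Mutant replicates shared 81.4% ± 13.2 (SD, n = 2), being 72.1% of 6499 and 90.8% of 5222 peaks. This SD follows mainly from the unequal lengths of the 2 lists, so the gap in this direction cannot be judged against it. Base by base, the Jaccard index (shared length over joint length) was 0.745 between wild-type GAF replicates, 0.739 between mutant replicates and 0.674 to 0.676 between genotypes. For Zelda the wild-type replicates had an index of 0.480, the mutant replicates 0.635, and pairs of different genotype 0.461 to 0.474. The wild-type Zelda replicates thus differed from each other about as much as from the mutant.

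In the merged GAF lists of 8083 regions, 3727 were kept, 375 were gained in the mutant and 623 were lost. The other splits of the 4 libraries, by replicate number and crossed, gave 195 and 256 regions called by one pair and not the other, against 998 for the split by genotype. For Zelda, 7194 merged regions held 2083 kept, 536 gained and 264 lost regions. The split by genotype gave 800 such regions, and the other splits gave 239 and 225. Regions found by genotype thus outnumbered those of either other split for both factors, but 3 splits are too few for a test. GAF had more lost than gained regions and Zelda the reverse. The difference between the factors was not tested. The log2 ratio of gained to lost regions was -0.73 for GAF and 1.02 for Zelda. It turned to 0.84 for GAF without replicate 2 of the mutant and to -1.07 for Zelda without replicate 2 of the wild type, while it was -0.85 for GAF without replicate 1 of the mutant and 0.083 for Zelda without replicate 1 of the wild type. With regions called in either replicate, the ratio for Zelda was -0.25. With lists of equal length by width, chosen after the data were seen, the ratio for GAF was -0.16, with 364 gained and 406 lost regions. Leaving out a list eases the rules for gained and lost regions unequally, so the changes of sign that came with it may follow in part from the procedure.

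**Figure D2:**
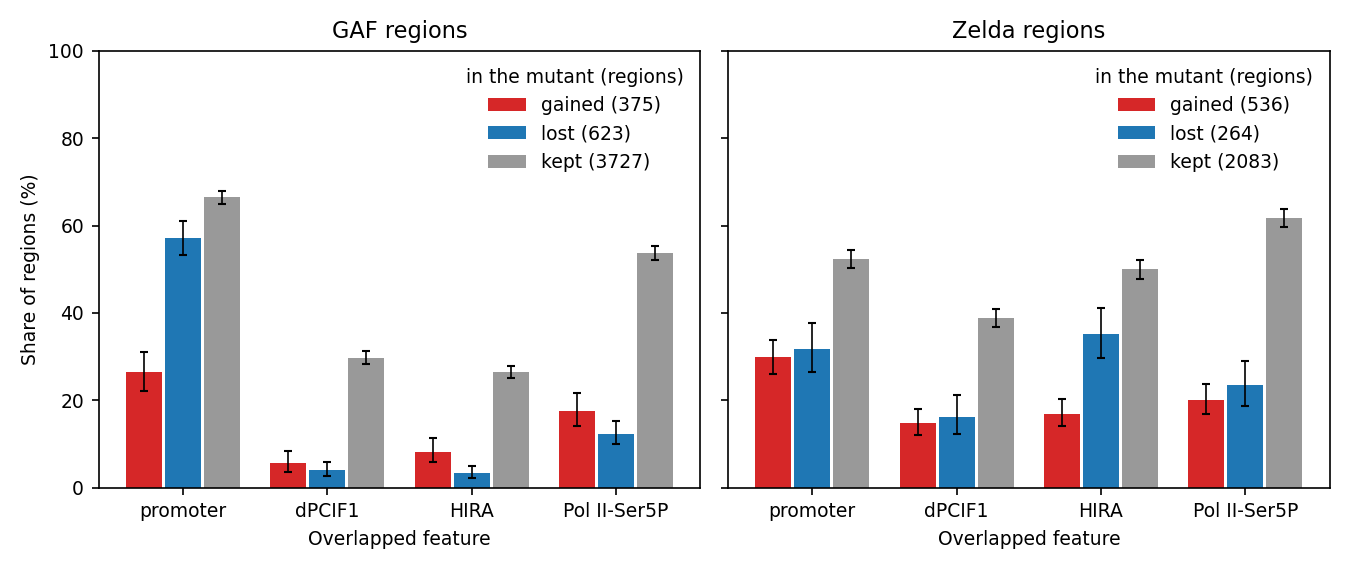
Share (%) of GAF regions (left) and Zelda regions (right) that overlapped a promoter, a dPCIF1, HIRA or RNA Pol II-Ser5P consensus region, for regions gained, lost or kept in the mutant, with 95% Wilson intervals as error bars. Gained GAF regions overlapped promoters in 26.4% of cases, lost ones in 57.1% and kept ones in 66.4%.

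Whether gained GAF regions were those with dPCIF1 or HIRA in the wild type was tested against kept regions. A dPCIF1 region was overlapped by 21 of 375 gained (5.6%) and 1111 of 3727 kept GAF regions (29.8%), with an odds ratio of 0.140 (Fisher's exact test, two-sided, p = 1.03e-29, adjusted p = 4.13e-29). A HIRA region was overlapped by 31 gained (8.27%) and 989 kept regions (26.5%), with an odds ratio of 0.249 (Fisher's exact test, two-sided, p = 1.17e-17). Gained regions had a median width of 457 bp and kept regions of 1271 bp. Against kept regions of matched width, chosen after the data were seen, the odds ratio was 0.404 for dPCIF1 (Fisher's exact test, p = 0.000905) and 0.734 for HIRA (p = 0.265), so the HIRA difference was no longer past the threshold.

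The widest gained GAF regions were one of 3100 bp (2R, 17691849 to 17694948) in an intron of swi2, one of 1919 bp (2R, 25217920 to 25219838) in an intron of CG9380, 7732 bp from the TSS of Kr, and one of 1599 bp (X, 12675133 to 12676731) in an intron of Tis11. The widest lost GAF regions were one of 2048 bp (2R, 20055 to 22102) in intergenic sequence near the start of the arm, one of 1908 bp (2L, 469330 to 471237) in an intron of CG4297, and one of 1712 bp (X, 15297433 to 15299144) in an intron of gce, 72 bp from the TSS of asRNA:CR44429. The widest gained Zelda regions lay at the start of X (6806 to 8957), in an intron of bru3 (3L, 13673579 to 13675455) and in a coding exon at a place where Ank2, CG32373 and CG44195 overlap (3L, 7672266 to 7673901). The widest lost Zelda regions were intergenic (3L, 27068608 to 27070553, and 2R, 1120 to 2594) or in an intron of CadN (2L, 17734895 to 17736252).

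All 5 genes that the study names as GAF targets had a peak in both replicates of all 7 groups. Ubx (FBgn0003944; 3R, 16656623 to 16734426, minus strand) had 11 and 14 GAF peaks in the wild-type replicates and 16 and 15 in the mutant replicates. For abd-A (FBgn0000014; 3R, 16807214 to 16830049, minus strand) the numbers were 4 and 4 against 6 and 5. For Abd-B (FBgn0000015; 3R, 16927212 to 16972236, minus strand) they were 8 and 5 against 8 and 7. Zelda peaks at Ubx numbered 12 and 10 in the wild type and 14 and 15 in the mutant. The other genes showed no such rise in both replicates. Zelda peaks numbered 9 and 9 against 12 and 8 at abd-A, and 9 and 10 against 13 and 10 at Abd-B. They numbered 2 and 2 against 2 and 2 at twi, and 2 and 1 against 1 and 1 at kni. At twi (FBgn0003900; 2R, 22985374 to 23048325, plus strand) each GAF list had 1 peak, and at kni (FBgn0001320; 3L, 20692330 to 20695378, minus strand) the wild-type lists had 2 and 1 and the mutant lists 1 and 1. With 2 replicates these numbers were not tested, and more peaks can also mean that a broad peak was split. For GAF at Ubx such splits were seen. The peaks from 16700672 to 16705245 and from 16725784 to 16728703 of wild-type replicate 1 each overlapped more than 1 peak in both mutant lists. So did the peak from 16729628 to 16731726 of wild-type replicate 2. The mutant replicate 1 peak from 16721071 to 16721385 was matched in mutant replicate 2 and in no wild-type list. The rise at Ubx thus came at least in part from splitting.

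**Figure D3:**
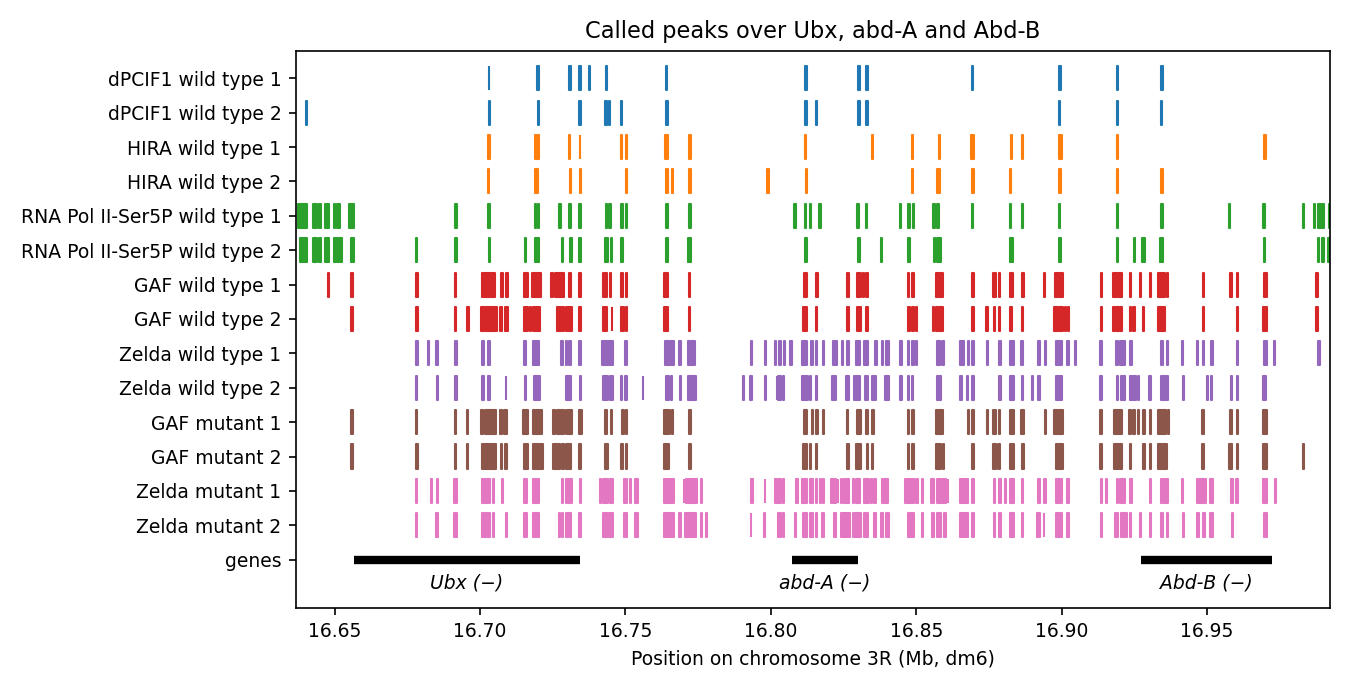
Called peaks of each replicate (coloured boxes, 1 row per list) along chromosome 3R in Mb (dm6), with the gene bodies of Ubx, abd-A and Abd-B in black, all on the minus strand. GAF had 11 and 14 peaks at Ubx in the wild-type replicates and 16 and 15 in the mutant replicates, in part because broad peaks were split.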

Values the study reported

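The study reported that about 61% of HIRA peaks overlapped dPCIF1 peaks. It also reported that, at promoters, about 95% of dPCIF1 peaks and about 96% of HIRA peaks overlapped peaks of RNA Pol II-Ser5P.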

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

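The alternatives that need a q-value, a stricter threshold and lists of equal length by q-value, could not be run because the lists hold none. Minimum width, equal length by width, pairwise overlap, matched width and whole-region motifs were chosen after the data were seen. Depth is unknown, so its effect on these results could not be bounded.

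The promoter shares, the overlaps between sets and the motif contents kept their direction and their side of the threshold under each alternative that was run with a test. With an overlap of 1 bp, and on the chromosome arms alone, no result changed its direction or its side of the threshold, although 1 bp raised the overlap with RNA Pol II-Ser5P at promoters to 96.1% for dPCIF1 and 96.2% for HIRA. A reciprocal overlap of 50% raised gained GAF regions to 620 and lost Zelda regions to 438.

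With regions called in either replicate, the consensus numbers rose to 5085 for dPCIF1, 5386 for HIRA, 5757 for wild-type Zelda and 5202 for mutant Zelda. Gained and lost regions were then 1394 and 1729 for GAF and 1767 and 2100 for Zelda, and the log2 ratio of gained to lost Zelda regions turned to -0.25. The cause was not tested.

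Peaks of at least 500 bp gave 1237 dPCIF1, 1191 HIRA, 1501 wild-type Zelda and 1906 mutant Zelda consensus regions. Gained and lost regions were then 194 and 334 for GAF and 291 and 96 for Zelda, since fewer peaks entered, and the log2 difference in the number of Zelda peaks was 0.17 (exact permutation test, two-sided, p = 0.333, n = 2 per genotype). With lists of equal length by width, there were 364 gained and 406 lost GAF regions, with a log2 ratio of -0.16, and overlap with RNA Pol II-Ser5P at promoters fell to 42.6% for dPCIF1 and 46.2% for HIRA, against 11.4% and 11.8% expected. Matching kept regions in width brought the odds ratio for HIRA to 0.734 (Fisher's exact test, two-sided, p = 0.265).

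The replicate numbers of the genotypes pair no samples by their labels, and deviations of same-numbered libraries had correlations of -0.0076 for GAF and -0.0070 for Zelda. In the paired comparison, with replicates of the same number as a block, the log2 difference in peak number was -0.10 for GAF and 0.02 for Zelda (exact sign-flip permutation, p = 1 for both). As 2 pairs cannot give a p under 0.5, this says nothing about stability. Overlap rules, regions in either replicate and equal list length do not bear on the number of peaks per list.

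Leaving out a replicate replaces the consensus of its group by the whole list of the other replicate. Many values moved, and the cause was not tested. Consensus numbers ranged from 3687 to 4191 for dPCIF1, 3547 to 4593 for HIRA and 3817 to 4843 for wild-type Zelda. Promoter shares ranged from 73.0% to 74.2% for dPCIF1, 57.4% to 62.6% for HIRA, 58.2% to 58.8% for RNA Pol II-Ser5P, 56.6% to 57.3% for wild-type GAF, 53.0% to 57.0% for mutant GAF, 39.4% to 44.0% for wild-type Zelda and 41.8% to 42.6% for mutant Zelda. HIRA regions overlapping dPCIF1 ranged from 40.7% to 68.6%, and the converse from 42.6% to 70.6%. Overlap with RNA Pol II-Ser5P at promoters ranged from 53.4% to 74.5% for dPCIF1 and 53.2% to 74.2% for HIRA. GAF regions overlapping Zelda ranged from 17.9% to 24.6%, and wild-type GAF regions called in the mutant from 64.3% to 84.7%. The GAGAG share ranged from 48.9% to 49.4% in the wild type and 48.3% to 52.2% in the mutant, and the CAGGTA share from 12.9% to 13.4% and 12.2% to 12.2%.

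For changed regions the same fits gave 522 to 1251 gained and 700 to 1304 lost GAF regions, and 710 to 1269 gained and 361 to 1487 lost Zelda regions. The log2 ratio of gained to lost ranged from -1.32 to 0.84 for GAF and -1.07 to 1.81 for Zelda, and the sign changed without replicate 2 of the mutant for GAF and without replicate 2 of the wild type for Zelda. Dropping a list eases both rules, but not equally. The ratio rose without a mutant list, except without replicate 1 of the mutant for GAF, and fell without a wild-type list, so the changes of sign may follow in part from the procedure. The log2 difference in peak number ranged from -0.26 to 0.054 for GAF and -0.15 to 0.19 for Zelda. The odds ratio of gained against kept GAF regions ranged from 0.142 to 0.240 for dPCIF1 and 0.224 to 0.381 for HIRA.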

Other observations

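The tests in this part were chosen after the patterns they bear on were seen. Those on list length and on HIRA enrichment were written down before their own values were computed, and the others after related values had been seen.

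Lost GAF regions lay at promoters more often than gained ones (57.1% of 623 against 26.4% of 375; odds ratio 3.72, Fisher's exact test, two-sided, p = 1.42e-21). Pooled over 5 strata of GC content by the Mantel-Haenszel method, the odds ratio was 3.42, which argues against GC content as the whole cause. Of gained and lost regions together, 58.1% held the GAGAG motif, against 31.6% of the regions called in a single library (odds ratio 3.00). Gained and lost regions were by definition called in 2 libraries, which may alone raise this share. The comparison thus cannot exclude sites that passed the threshold by chance in 1 genotype. As it pooled both directions, it does not bear on their difference at promoters. With lists cut to equal length the odds ratio of promoter overlap, lost against gained, was 3.70. Without runs of 3 or more neighbours of one direction within 20 kb it was 4.53. Those runs held 34 gained and 82 lost regions. Of the 3 splits of the 4 libraries, 1, that by genotype, gave a difference in promoter share this large, and with 3 splits chance cannot be told apart from genotype. For Zelda, the difference in promoter share was 25.3 percentage points in the crossed split, 1.97 by genotype and 1.42 by replicate number. A large difference can thus arise in a split other than that by genotype. An RNA Pol II-Ser5P region was overlapped by 12.4% of lost regions, 17.6% of gained ones and 18.7% of those called in a single library, against 53.7% of kept ones, which were wider. A difference in the age of the collected embryos, in strain or in antibody efficiency, and an effect of dPCIF1 on GAF, stay open and untested.

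Gained GAF regions rarely overlapped dPCIF1, but so did lost ones (5.6% against 4.01%; odds ratio 1.42, Fisher's exact test, two-sided, p = 0.276). A candidate explanation is that regions which vary between libraries in either direction lie away from dPCIF1. Width alone does not account for it, since against kept regions of matched width the odds ratio was 0.404 (Fisher's exact test, p = 0.000905). For HIRA, matching width left an odds ratio of 0.734 (Fisher's exact test, p = 0.265), so width may account for the lower overlap of gained regions. Gained regions overlapped HIRA more often than lost ones (odds ratio 2.58, Fisher's exact test, p = 0.00107). A HIRA region was overlapped by 8.27% of gained, 3.37% of lost and 6.07% of single-library regions, against 26.5% of kept ones. Both directions thus lay below kept regions, and the difference between them does not exclude a property shared by both. Called peaks do not show whether GAF binding rose within kept regions, so these values do not bear on that.

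HIRA peaks were enriched at Zelda peaks more than at GAF peaks. Enrichment was the number of HIRA peaks overlapping by at least 1 bp over the mean of random placements. Over the 8 combinations of wild-type replicates, the ratio of the enrichment at Zelda to that at GAF was 1.61 to 1.84. Without the regions called in all 14 lists the lowest ratio was 1.79, and with all peaks cut to 500 bp it was 1.58, so neither regions called everywhere nor width accounts for the whole of it. Antibody efficiency and depth were not tested, and the pattern stays a hypothesis.

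GAF and Zelda regions that changed at the same place did so in the same direction in 30 of 33 cases, with 8 gained and 22 lost in both (Fisher's exact test, two-sided, p = 2.71e-05). By their labels the GAF and Zelda libraries of a genotype share their inputs, so a place over- or under-represented in an input would shift both. Input and genotype cannot be told apart here, because each input belongs to a single genotype, and the lists hold no signal from which chance agreement under shared inputs could be simulated. These places are a small part of the 998 changed GAF regions.

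Of 18717 merged regions of the 14 lists, 636 were called in every list. Their median width was 4569 bp, against 722 bp for all merged regions, and 89.2% overlapped a promoter. Outside them, 43.4% of 1554 HIRA regions overlapped a dPCIF1 region. No explanation was tested for these regions.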
